A study of Sus scrofa with 20 samples. Its data were reported in "Host-Microbiota Interactions in Ileum and Caecum of Pigs Divergent in Feed Efficiency Contribute to Nutrient Utilization" (2020).

How the data were processed

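Caecal mucosa was sampled from 20 pigs of a Large White and Landrace cross, of which 10 were of high and 10 of low feed efficiency, as given by the residual feed intake. According to the study's methods, RNA was labelled and hybridised to the Affymetrix porcine snowball array, the arrays were read on an Affymetrix GeneChip scanner, and probes were assigned to probesets with a custom layout built on the Sscrofa11.1 genome. The submitters' processing notes name the software GCOS 1.1.1. The authors deposited log2 values after robust multichip averaging, which corrects the background, makes the distribution of probe intensities equal between arrays and summarises probes per probeset. Differences that affect every transcript of an array alike are removed by this step, and differences of dim probesets can be compressed in such values. Whether arrays of the ileum were normalised in the same run is not given in the sources used here. Probesets of the array without a value in any column were left out, and the 25092 probesets with values in all 20 columns were used. All columns were matched to a pig, and 0 were left unmatched.

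Probesets were named from the platform annotation. The outdated symbols of 331 probesets were replaced through unique synonyms of the RefSeq gene table of Sscrofa11.1, from which gene positions were taken as well. A single symbol was found for 16361 probesets, several for 0 and none for 8731, and 10567 distinct symbols were covered. The platform annotation is older than the custom layout. As a check, probesets that shared a symbol had a median correlation of 0.317 across arrays over 3512 pairs, against 0.008 for 10000 random pairs.

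Statistical analysis used the limma package (version 3.58.1) in R (version 4.3.3), and figures were drawn with matplotlib (version 3.10.9). Following the methods of the study, probesets with a mean under the 5% quantile of probeset means (1.62 on the log2 scale) were removed, and probesets with an SD above the 95% quantile in both efficiency groups were removed for the feed efficiency and interaction tests, which left 23837 probesets after the mean filter and 23140 after both. The filter on SD removes probesets that vary most between pigs, so that a difference confined to such probesets is not seen. Sow was a fixed factor, since the pigs of 1 sow are littermates that were penned together. Slaughter batch, which the model of the study also contained, was not analysed here because the labels do not give it. Models were fitted with lmFit and eBayes, tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was called. Sex was tested with sow and feed efficiency in the model, litter by a moderated F test over 4 sow coefficients with feed efficiency and sex in the model, and the interaction of feed efficiency and sex with sow in the model. The pigs are separate animals, so the p-values measure spread between animals.

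Gene lists were fixed before the data were examined. They comprised 7 lists after themes the study named, 16 lists of mucosal functions, 12 lists of cell types that a mucosal sample can hold and 3 lists of handling and RNA quality, together with 2 lists of sex-linked genes that check the labels. The 38 lists of the former 4 kinds were tested with camera at a preset correlation of 0.01, each with at least 5 measured genes, on 1 probeset per gene, the brightest, and beside it with camera at an estimated correlation and with fry, which asks whether the genes of a list move 1 way and does not compare them with other genes. A list score is the mean over members of the log2 value less the mean of that member over all pigs.

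Genes are named in the text by a rule set before the data were examined. For feed efficiency these are the 12 genes with the smallest p in each direction, given as values that did not pass where the adjusted p was not under 0.05, the 4 members with the smallest p of each list that passed, and the 3 members with the smallest p of each list after a theme of the study. For sex these are the measured sex-linked genes and 8 genes in each direction, for litter the 8 genes with the largest F, and for the interaction 4 genes in each direction, with 1 probeset per gene.

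The fits were tested on simulated data drawn from the fitted means and residual SDs of the real probesets, with 200 changed probesets in each of 5 draws. For feed efficiency, over 23140 probesets, 45.4% of changes of 0.5 on the log2 scale, 86.0% of changes of 1 and 98.8% of changes of 2 were recovered, and 5.27% of the calls were false. For sex, over 23837 probesets, the shares were 42.7%, 82.4% and 97.9%. For litter, with 1 litter changed, they were 3.28%, 55.5% and 90.3%, and for the interaction 1.79%, 37.3% and 87.0%. The set test on 10076 simulated genes without correlation called no unchanged list in 20 draws and found a list shifted by 0.2 in 20 of 20 draws. In all these simulations the probesets and genes were drawn independently, which real ones, and real genes of a list, are not. The shares recovered and the share of false calls therefore need not hold for the real arrays.

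Alternatives covered the covariates, the filters, the normalisation, the estimate of spread, the set test, the choice of probeset per gene, and leaving out each pig and each litter. The number of the pig as a covariate was added after the data were seen. For the counts of probesets, and for those of lists for feed efficiency and for the interaction, 100 splits of the pigs were compared. These splits had groups of the same sizes and included the real one. The lists compared by sex and the probesets tested for the number of the pig had no such splits.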

Results

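Transcript abundance was measured in caecal mucosa of 20 pigs on the porcine snowball microarray, 1 array per pig. The pigs came from 5 litters, each litter named by its sow, and from every litter 1 male and 1 female of high feed efficiency and 1 male and 1 female of low feed efficiency were taken, which gave 10 pigs per efficiency group and 10 pigs per sex. High feed efficiency stands for a low residual feed intake (RFI), the part of a pig's intake that its growth and body composition do not account for. The deposited log2 values of 25092 probesets had upper quartiles between 6.25 and 6.30 across arrays, and the correlation between any 2 arrays was between 0.942 and 0.974 across all probesets, which are not independent replicates. No pair of arrays was a duplicate, since the SD of the log2 difference between 2 arrays was at least 0.50 in the 190 pairs. The number of arrays limits the precision of the comparisons. Principal component 1 held 20% of the variance between arrays, and its score rose with the number that identifies each pig, from 401 to 440, with a Pearson r of 0.863 (permutation p = 1e-05) and a Spearman rho of 0.863 (permutation p = 1e-05), the smallest p that 100000 resamples can give. Without the 2 pigs farthest from the median number r was 0.814. Because 82.9% of the variance of the number lay between litters, the values were also centred on their litter, where r was 0.737 (within-litter permutation p = 3e-05) and the slope was positive in 5 of 5 litters. The efficiency groups were balanced for the number, with a mean of 419.9 in the high and 419.0 in the low group.

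**Figure D1:**
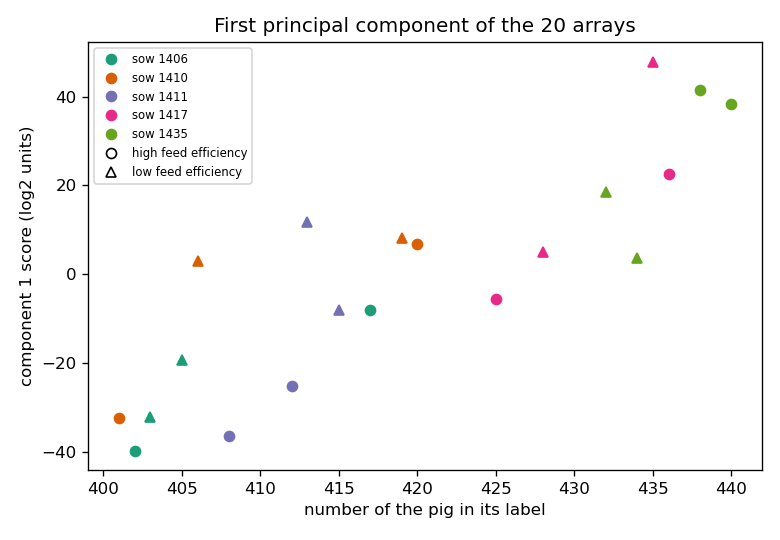
Score of each of the 20 arrays on principal component 1 (log2 units) against the number of the pig, with colours for the 5 sows and circles and triangles for high and low feed efficiency. The score rose with the number, with r = 0.863 over all pigs and 0.737 after centring on litters.

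The main comparison asked which caecal transcripts differed between pigs of high and low feed efficiency of the same litter. No single probeset out of 23140 passed the correction for multiple tests, and the transcripts with the smallest p-values differed by 1.21-fold to 2.35-fold. RWDD2A, on chromosome 1 from 82997984 to 83003583 of the Sscrofa11.1 assembly, had the smallest p. Its log2 level was 4.76 ± 0.66 (SD, n = 10) in the high and 5.64 ± 0.35 (SD, n = 10) in the low group, and it was higher in the high-efficiency pig in 0 of 10 pairs of 1 sow and sex (log2 difference -0.88 ± 0.15 SE, adjusted p = 0.436). TTC34, on chromosome 6 from 64478117 to 64499034, was at 4.70 ± 0.14 in the high and 4.27 ± 0.25 in the low group and was higher in 10 of 10 pairs (log2 difference 0.43 ± 0.08 SE, adjusted p = 0.436). The other named genes had an adjusted p of 0.980. Higher values in high feed efficiency were measured for KCNT2, a potassium channel subunit (log2 difference 1.23), for the secreted factor ANGPTL7 (0.46) and for the microRNA gene MIR342 (0.64), all in 10 of 10 pairs. Granzymes of cytotoxic lymphocytes were among these genes, with log2 differences of 0.39 for GZMH and 0.47 for GZMB. LRRTM3, a synaptic adhesion protein, differed by 0.88, the sulfotransferase CHST3 by 0.34, NIPAL4 by 0.42, and GLUD1, the mitochondrial glutamate dehydrogenase, by 0.67. The GLUD1 probeset was dim, at 2.38 in the high and 1.71 in the low group, near the filter bound of 1.62. The unnamed loci LOC100513233 and LOC100511639 differed by 0.79 and 0.56. Lower values in high feed efficiency were measured for the cell cycle transcription factor E2F3 (log2 difference -0.42), for ACMSD, an enzyme of tryptophan breakdown (-0.78), and for the GABA receptor subunit GABBR1 (-0.47). NUDCD1 differed by -0.77, CNNM2 by -0.56, the dynein subunit DYNC1LI2 by -0.41, the mitochondrial protein HIGD1A by -0.38, the ribonuclease inhibitor RNH1 by -0.34, and MPZL2 by -0.28. LOC100518850 and LOC100511905 differed by -0.75 and -0.36, of which LOC100518850 was dim, at 1.93 in the high and 2.68 in the low group. All these genes were picked for the smallest p in the same pigs. Agreement between the pairs was therefore likely from the start and is no further evidence.

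With the limma model, 0 probesets had an adjusted p under 0.05 for feed efficiency, and 1036 had an unadjusted p under 0.05, the threshold of the study. Of these, 588 were higher and 448 lower in high feed efficiency, and 651 distinct genes were named among them. An unadjusted threshold gives 1157 probesets on average when no probeset differs, and the count was 4.48% of the probesets tested. Without the litter of sow 1435 the count at the unadjusted threshold was 1943, and with the probesets under the median level removed it was 597.

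Among 38 gene lists fixed before the data were examined, 7 were higher in high feed efficiency and none was lower, with the camera test at a preset correlation between genes. With an estimated correlation 0 lists passed and 1, the plasma cell list, had an unadjusted p under 0.05, and with the rotation test fry 0 lists passed (smallest adjusted p = 0.232) and 1 had an unadjusted p under 0.05. The complement list, proteins of the innate defence cascade, had a mean log2 difference of 0.10 ± 0.06 (SE), and 21 of its 27 measured members were above 0 (adjusted p = 0.00971). With an estimated correlation its adjusted p = 0.682. This list follows a theme that the study named from these same arrays, so its direction is not independent evidence. Its members with the smallest p were C4A (log2 difference 0.40 ± 0.11 SE), a component of the classical pathway on chromosome 7 from 24068019 to 24083060, the lectin pathway protease MASP2 (0.25 ± 0.08 SE), C2 (0.29 ± 0.11 SE) and C1R (0.31 ± 0.14 SE). MASP2 was dim, at 2.82 in the high and 2.57 in the low group. Adjusted over the list alone, 0 of the complement genes passed, and over all named genes 0 passed, with an adjusted p of 0.0615 for C4A over the list alone.

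Of the 6 lists of immune cells, those of plasma cells, of T and natural killer cells and of macrophages and dendritic cells were higher in high feed efficiency, as was the antigen presentation list. The antigen presentation list had a mean log2 difference of 0.14 ± 0.07 (SE), with 17 of 19 members above 0 (adjusted p = 0.00248, and adjusted p = 0.682 with an estimated correlation). Its leading members were the class II genes SLA-DQA1 (0.33 ± 0.14 SE) and SLA-DMB (0.32 ± 0.15 SE), the peptide transporter TAP2 (0.20 ± 0.09 SE) and the immunoproteasome subunit PSMB9 (0.24 ± 0.11 SE). The plasma cell list had a mean log2 difference of 0.11 ± 0.04 (SE), and its score was higher in 9 of 10 pairs (adjusted p = 0.00248, and adjusted p = 0.522 with an estimated correlation). TXNDC5 (0.24 ± 0.09 SE), SSR4 (0.16 ± 0.07 SE) and SEC11C (0.21 ± 0.09 SE), which serve protein export, and the homing receptor CCR10 (0.24 ± 0.10 SE) had the smallest p in that list. In the T and natural killer cell list 22 of 29 members were above 0 (mean log2 difference 0.08 ± 0.06 SE, adjusted p = 0.0229, and adjusted p = 0.682 with an estimated correlation). The score of that list was higher in 7 of 10 pairs. Cytotoxic and homing markers passed when adjusted over the list alone, namely GZMH (0.39 ± 0.11 SE), NKG7 (0.33 ± 0.09 SE) and the lymph node homing receptor CCR7 (0.33 ± 0.09 SE), each at an adjusted p of 0.0252, and none passed over all named genes. The brightest GZMB probeset differed by 0.33 ± 0.12 (SE). The macrophage and dendritic cell list had a mean log2 difference of 0.12 ± 0.07 (SE), with 15 of 20 members above 0 (adjusted p = 0.0235, and adjusted p = 0.682 with an estimated correlation). Its score was higher in 7 of 10 pairs. The list was led by the signalling adaptor TYROBP (0.44 ± 0.16 SE), CD14 (0.28 ± 0.12 SE), BATF3 (0.19 ± 0.08 SE) and C1QA (0.29 ± 0.13 SE).

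The list of fibroblast and extracellular matrix genes had a mean log2 difference of 0.13 ± 0.09 (SE), with 24 of 25 members above 0 (adjusted p = 0.00248, and adjusted p = 0.682 with an estimated correlation). By pair its score was higher in 6 of 10, namely in 4 of 5 female and 2 of 5 male pairs, with a pair SD of 0.30. COL1A1 (0.29 ± 0.11 SE), COL1A2 (0.20 ± 0.10 SE), the protease inhibitor TIMP1 (0.40 ± 0.19 SE) and C1R, which the complement list also holds, had the smallest p. The list of immediate early genes, which respond to handling of live tissue, was higher as well, by 0.09 ± 0.06 (SE), with 16 of 20 members above 0 (adjusted p = 0.043, and adjusted p = 0.682 with an estimated correlation). Its score was higher in 6 of 10 pairs. The immediate early call was kept in 9 of 20 fits without 1 pig and in 1 of 5 without 1 litter. JUNB differed by 0.28 ± 0.12 (SE), ZFP36 by 0.23 ± 0.13, BTG2 by 0.21 ± 0.13 and IER3 by 0.22 ± 0.15. The mature colonocyte list did not pass (mean log2 difference -0.10 ± 0.09 SE, adjusted p = 0.108), nor did the goblet cell and mucus list (-0.02 ± 0.07 SE, adjusted p = 0.977) or the lists of B cells (-0.02 ± 0.11 SE, adjusted p = 0.534), neutrophils (-0.02 ± 0.05 SE, adjusted p = 0.937) and mast cells and eosinophils (0.05 ± 0.05 SE, adjusted p = 0.824). The 7 lists hold 152 distinct genes. Without the litter of sow 1435 0 lists passed, and leaving out single pigs gave 1 list without low feed efficiency pig 9, 2 without high feed efficiency pig 5 or 8, and 4 without low feed efficiency pig 1 or high feed efficiency pig 10.

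**Figure D2:**
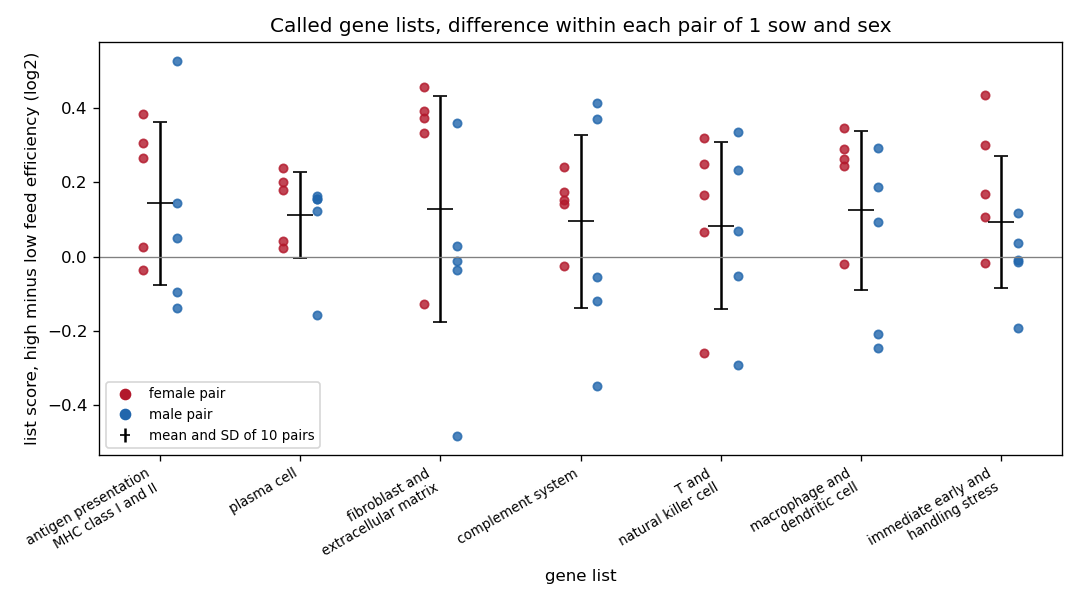
Difference in list score (log2, mean of the members) between the high and the low feed efficiency pig of each of the 10 pairs of 1 sow and sex, for the 7 lists that passed, with the mean and SD of the pairs as bars. The plasma cell score was higher in 9 of 10 pairs, the antigen presentation score in 7 and the complement score in 6.

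The other 6 lists taken from themes of the study did not pass, and these too are not independent evidence. The study took its themes from a pathway analysis, and autophagy and cell cycle from gene clusters that went with microbial abundance. Camera asks whether a list moves 1 way, so a list whose members go both ways can fail to pass. Fry without regard to direction gave the 6 lists an unadjusted p between 0.116 (Fc gamma receptor phagocytosis) and 0.704 (integrin). The Th2 list had a mean log2 difference of 0.04 ± 0.04 (SE), with STAT5B (0.15), NOTCH1 (0.23) and IL10 (0.25) as the members with the smallest p (adjusted p = 0.445). The Th1 list had a mean of -0.03 ± 0.06 (SE, adjusted p = 0.824) while its median was 0.03, and its leading members went both ways, with IL2RA at 0.26, CXCR3 at 0.29 and STAT4 at -0.36. In the list of Fc gamma receptor phagocytosis, NCF1 (0.34), a subunit of the phagocyte oxidase, stood against VAV3 (-0.46) and ACTR3 (-0.27), and the list mean was 0.02 ± 0.03 (SE, adjusted p = 0.534). The integrin list had a mean of 0.01 ± 0.03 (SE) although camera ranked it lower (adjusted p = 0.977), with ACTN1 at 0.15, ITGA3 at 0.16 and ITGB3 at 0.19. The autophagy list had a mean of -0.01 ± 0.04 (SE, adjusted p = 0.800), with WIPI1 at 0.20, LAMP1 at 0.14 and ATG14 at -0.18. The cell cycle list had a mean of -0.05 ± 0.07 (SE, adjusted p = 0.288), with the mitotic cyclin CCNB2 at -0.21 and the replication factors MCM2 and MCM5 at 0.32 and 0.21. Lists of carbohydrate and nitrogen metabolism did not pass either, with a mean log2 difference of 0.00 ± 0.04 (SE, adjusted p = 0.937) for glycolysis and gluconeogenesis and 0.01 ± 0.05 (SE, adjusted p = 0.937) for amino acid and nitrogen metabolism.

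Males and females were compared within litters, with feed efficiency in the model. Genes on the X chromosome that escape inactivation were lower in males in 13 of 14 probesets, which stood for 7 genes. KDM6A, a histone demethylase gene on chromosome X from 39953764 to 40154197, was at 6.15 ± 0.35 (SD, n = 10) in males and 6.84 ± 0.32 (SD, n = 10) in females (log2 difference -0.70 ± 0.11 SE, adjusted p = 0.0846). A different probeset of KDM6A did not overlap between the sexes, with a highest male value of 6.26 and a lowest female value of 6.33 (log2 difference -0.40 ± 0.08 SE, adjusted p = 0.363). The probesets of the translation factor gene EIF2S3 disagreed, with a log2 difference of -0.66 ± 0.13 (SE) for the brighter and 0.92 ± 0.18 (SE) for the dimmer one (adjusted p = 0.410 for both). ZFX differed by -0.45 and -0.31, USP9X by -0.34, -0.20 and -0.48, UBA1 by -0.17 and -0.18, DDX3X by -0.20, and TXLNG by -0.02 and -0.28. Adjusted over the list alone, 6 of the 14 probesets passed, those of KDM6A and EIF2S3, 1 of ZFX and 1 of USP9X, and over all probesets 0 passed. Of the Y-linked list 1 probeset was measured, named EIF1AY, and it was lower in males, at 6.22 against 6.74 in females, which goes against a Y-linked transcript (log2 difference -0.51 ± 0.19 SE, unadjusted p = 0.0154, adjusted p = 0.9999 over all probesets). Autosomal genes with small p-values were higher in males for SIKE1 (0.45), the adipokine ADIPOQ (0.56), RTN2 (1.95), MIR9-3 (0.68), ACADSB (0.52), SLC26A7 (1.11) and the X-linked OFD1 (0.43), and lower for PAQR8 (-0.49), the sterol demethylase CYP51 (-0.88), BHMT (-0.67), ANK2 (-0.44), TNFRSF21 (-0.42), the urea transporter SLC14A1 (-1.14) and TRIM67 (-0.32). RTN2, MIR9-3 and SLC26A7 were dim, with female means of 1.54, 1.41 and 1.53, under the filter bound of 1.62. The sizes of these 3 differences are therefore uncertain. MIR9-3 is the annotation's symbol for a probeset labelled as a bovine microRNA. With limma, 0 of 23837 probesets had an adjusted p under 0.05 for sex (smallest adjusted p = 0.0533) and 1023 had an unadjusted p under 0.05. The smallest p belonged to a probeset without a gene name, chosen here after its values were seen, at 2.32 ± 0.48 (SD, n = 10) in males and 1.36 ± 0.12 (SD, n = 10) in females.

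**Figure D3:**
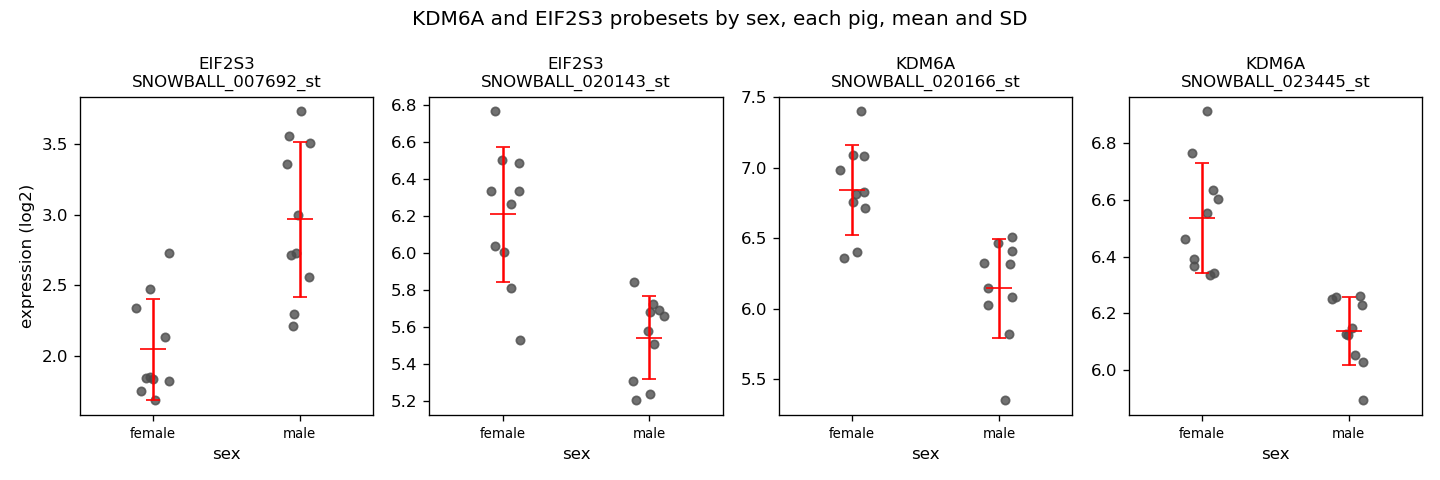
Log2 expression of 2 probesets each of EIF2S3 and KDM6A in females and males, 1 point per pig with the mean and SD (n = 10 per sex). Both KDM6A probesets were lower in males, by 0.70 and 0.40 in the log2 means, and the EIF2S3 probesets went in opposite directions.

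Litters were compared by a test over the 5 sows, with feed efficiency and sex in the model. ACADL, the long-chain acyl-CoA dehydrogenase of fatty acid oxidation, on chromosome 15 from 112935631 to 112969381, ranged from 5.62 ± 0.39 (SD, n = 4) in the litter of sow 1410 to 7.70 ± 0.50 (SD, n = 4) in that of sow 1435 (limma adjusted p = 0.00966). MS4A1, which encodes the B cell antigen CD20, on chromosome 2 from 11216238 to 11229060, was at 5.82 ± 0.40 in the litter of sow 1406 and at 8.25 ± 0.47 in that of sow 1435 (limma adjusted p = 0.0397). GUCY2C, the intestinal guanylate cyclase receptor on chromosome 5 from 57780484 to 57902475, ranged from 7.25 ± 0.05 (sow 1411) to 8.02 ± 0.19 (sow 1435, limma adjusted p = 0.0387). The mitochondrial chaperone TRAP1 ranged from 7.14 ± 0.28 (sow 1411) to 8.12 ± 0.05 (sow 1410), the endosomal sorting gene STAM2 from 4.49 ± 0.10 (sow 1406) to 5.98 ± 0.24 (sow 1435), and FER1L4 from 3.84 ± 0.35 (sow 1417) to 5.63 ± 0.50 (sow 1435). LOC396781 ranged from 8.07 ± 0.32 (sow 1411) to 12.25 ± 0.25 (sow 1417, limma adjusted p = 0.00323), and the dim LOC100514986 was at 2.54 ± 0.16 in the litter of sow 1410 and at or below 1.66 in the means of the others. In all, 30 of 23837 probesets changed between litters at an adjusted p under 0.05, of which 11 had a gene symbol, and 3831 had an unadjusted p under 0.05. The largest F belonged to a probeset without a gene name, chosen here after its values were seen, which was at 3.86 ± 0.45 and 3.73 ± 0.50 in the litters of sows 1410 and 1411 and between 7.68 and 8.46 in the means of the other litters. The number of the pig goes with the litter, and with the number as a covariate, added after the data were seen, 3 probesets passed, none of them with a gene name. Leaving out single pigs gave between 11 and 72 probesets.

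**Figure D4:**
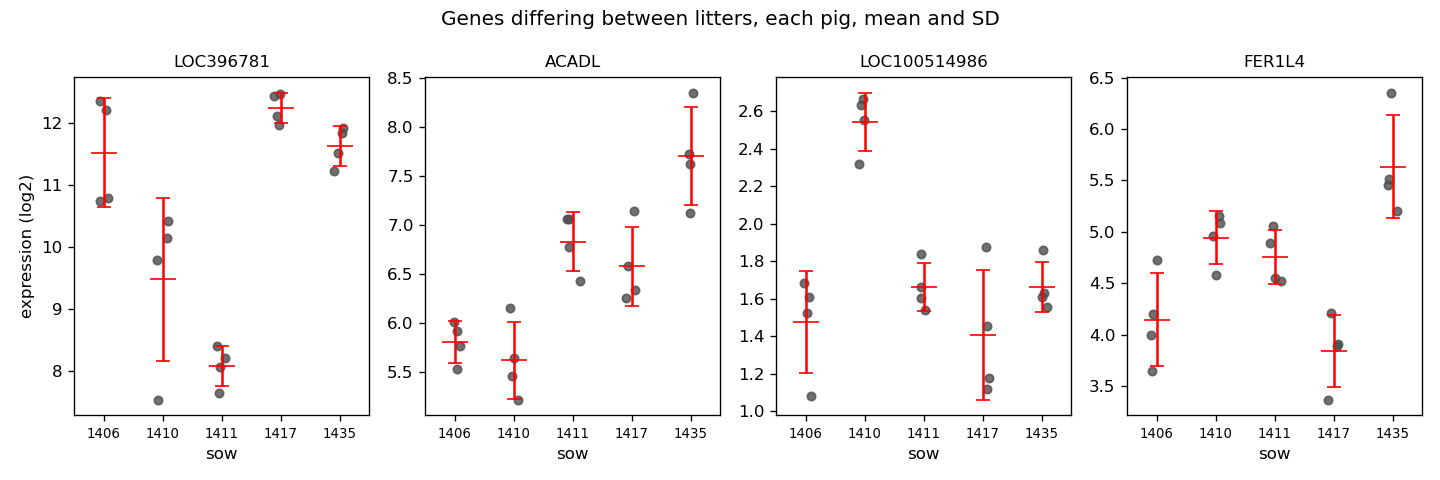
Log2 expression of LOC396781, ACADL, LOC100514986 and FER1L4 in the 5 litters, 1 point per pig with the mean and SD (n = 4 per litter). ACADL was highest in the litter of sow 1435, at a mean of 7.70, and LOC100514986 in that of sow 1410, at 2.54.

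Whether the feed efficiency difference depended on sex was tested as an interaction. The list of fibroblast and extracellular matrix genes had the smallest p for the interaction at the preset correlation, and it did not pass with an estimated correlation or with fry. The list score was higher by 0.29 ± 0.24 (SD, 5 pairs) in high-efficiency females and differed by -0.03 ± 0.30 (SD, 5 pairs) in males, and 3 of the 25 members had a larger difference in males (mean log2 interaction -0.31 ± 0.16 SE, adjusted p = 1.06e-05, and adjusted p = 0.384 with an estimated correlation). The goblet cell and mucus list went the other way, with a score difference of -0.16 ± 0.16 (SD) in females, above 0 in 0 of 5 pairs, and of 0.12 ± 0.08 (SD) in males, above 0 in 5 of 5 pairs (mean log2 interaction 0.28 ± 0.12 SE, adjusted p = 0.00163, and adjusted p = 0.384 with an estimated correlation). Oxidative phosphorylation genes also had a higher difference in males (0.17, adjusted p = 0.00419, and adjusted p = 0.616 with an estimated correlation), and the lists of immediate early genes (-0.21, adjusted p = 0.00419) and of macrophages and dendritic cells (-0.20, adjusted p = 0.0333) a lower one, both at adjusted p = 0.384 with an estimated correlation. Single genes did not pass. SRRD differed between efficiency groups by -0.42 in females and 0.78 in males (interaction 1.19 ± 0.18 SE, adjusted p = 0.125), and LIPM, a lipase gene, by 0.87 in females and -0.47 in males (interaction -1.33 ± 0.21 SE, adjusted p = 0.140). LIPM was dim, at a mean of 2.28 in the high and 2.08 in the low group. The hypoxia-responsive factor EPAS1 had an interaction of -0.72, the endothelin receptor EDNRB of -1.93, NRG3 of -0.59, LAS1L of 0.84, ANXA11 of 0.56 and PSORS1C2 of 1.73, all with an adjusted p of 0.999. With limma 0 probesets had an adjusted p under 0.05 for the interaction and 950 had an unadjusted p under 0.05, where 1157 are given on average when no probeset differs. Of the 38 lists 5 passed at the preset correlation, 0 with an estimated correlation and 0 with fry.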

Values the study reported

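The study reported 1231 differentially abundant probesets in caecum mucosa between pigs of high and low residual feed intake, at an unadjusted threshold, and these stood for 1007 annotated genes.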

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

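The weighing of a lower share of epithelium and of the trend with the number of the pig used tests chosen only after the results were seen, as did the values of complement members inside the SLA region and of antigen presentation members inside and outside it, and the other tests of this part were not. Of 160 groups of values, 6 held a pig far from the others, where chance gives about 1 in 20. The gap of the farthest pig to the nearest other one, as a share of the range of the group, was 0.478 for LRRTM3 in high feed efficiency (high feed efficiency pig 5 at 5.11, the others between 3.75 and 4.46) and 0.488 for GZMB (high feed efficiency pig 10 at 9.18, the others between 7.72 and 8.47). It was 0.725 for HIGD1A in low feed efficiency (pig 8 at 10.15, the others between 9.39 and 9.60) and 0.502 for TRIM67 in females (low feed efficiency pig 3 at 3.88, the others between 3.18 and 3.53). For the genes named for the interaction it was 0.473 for PSORS1C2 in high feed efficiency (pig 2 at 5.03, the others between 2.23 and 3.70) and 0.533 for EDNRB in low feed efficiency (pig 2 at 2.41, the others between 3.85 and 5.11).

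The feed efficiency difference of 5 lists was unequal between the sexes by the interaction test at the preset correlation. In males less females it was -0.314 for the fibroblast and extracellular matrix list, 0.280 for the goblet cell and mucus list, -0.211 for immediate early genes, 0.169 for oxidative phosphorylation and -0.201 for macrophages and dendritic cells. With an estimated correlation and with fry, 0 lists passed, while 2 and 3 lists had an unadjusted p under 0.05. Of 100 splits of the pigs, 33 gave at least 5 such lists, the real split included, and the highest other split gave 11, so chance was not excluded. For the matrix list 20 of 20 fits without 1 pig kept the call at the preset correlation of 0.01, so that call did not need any 1 pig. The estimated correlation was 0.253, and at the preset one the call (adjusted p = 1.06e-05, camera) lay far from the threshold. Its persistence therefore cannot decide how much of the difference a single pig made. The number of lists ranged from 2 (without low feed efficiency pig 8) to 10 (without high feed efficiency pig 5) and was 3 without high feed efficiency pig 3 or 4 or low feed efficiency pig 9 and 9 without high feed efficiency pig 2.

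The 7 lists higher in high feed efficiency were weighed against chance, tissue composition, the trend with the number of the pig and, for complement and antigen presentation, the SLA region. Of 100 splits, 20 gave at least 7 lists, the real split included, and the highest other gave 13. With swaps within the pairs of 1 sow and sex alone, 18 of 100 did, and the highest other gave 15, so chance was not excluded. A lower share of epithelium would raise the other cell types alike, and the cell type lists were not shown to move apart in the pairs (exact permutation p = 0.713), which cannot be told apart from a small shift in composition at this spread. With the number of the pig in the model 4 lists passed, those of antigen presentation, plasma cells, matrix and complement. The mean number was 419.9 in the high and 419 in the low group, so this fit could change the group differences little. It therefore cannot decide on the number as a cause. The T and natural killer cell list went from 0.0838 to 0.0793, the macrophage list from 0.125 to 0.116 and the immediate early list from 0.0938 to 0.0917 with the number in the model, so these calls ended with little change in the means. For complement, the 24 members outside the SLA region of chromosome 7 had a camera p of 0.0128 at the preset correlation (mean log2 difference 0.08). With an estimated correlation their camera p was 0.0984. The result depends on that setting, so the test cannot decide whether haplotypes of the region are the whole cause. The 3 members inside were all above 0, with a mean of 0.25 (camera p = 0.00133, and p = 0.0384 with an estimated correlation), so a part of the region in this list stays open. For the antigen presentation list the region stays open, since 15 of its 19 members lie in it (camera p = 0.000174, and p = 0.0523 with an estimated correlation, mean log2 difference 0.15) and the 4 outside had a camera p of 0.175 (p = 0.374 with an estimated correlation, mean log2 difference 0.11). The 94 other genes of the region had a mean of 0.05 (camera p = 0.149). A difference between the efficiency groups may remain as a hypothesis, with chance open.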

How the results depend on the processing

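The number of the pig as a covariate was tested only after the trend with it was seen, and the other alternatives were planned. Of the alternative values of single genes and lists, 2314 kept their direction and side of the threshold, 5 passed newly, 165 no longer passed and 18 had the opposite direction. For a list that passed, direction was that of camera, and for another list the sign of its mean. The log2 differences of genes named for feed efficiency kept direction and side in 899 of 899 values, those for sex in 448 of 450, those for the interaction in 224 of 225 and the litter F in 141 of 221. The genes named for feed efficiency, sex and the interaction were picked for the smallest p in these arrays, and none passed. For them, keeping the side means that they still did not pass, and a change of direction was unlikely from the start. These counts, which are part of the 2314, are therefore no evidence that the differences are stable.

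With limma, feed efficiency gave 0 probesets in the alternatives except 1 without high feed efficiency pig 8, a probeset without a gene name, and 1036 had an unadjusted p under 0.05. That count was 597 with the probesets under the median level removed, which leaves fewer tested, 1943 without the litter of sow 1435, and 871 to 1943 over pigs and litters left out.

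The 7 feed efficiency lists became 11 with dim probesets removed, 0 with an estimated correlation, 0 with fry, 4 with the number of the pig and 0 without the litter of sow 1435, and ranged from 0 to 10 over pigs and litters left out (1 without low feed efficiency pig 9, 2 without high feed efficiency pig 5 or 8, 4 without low feed efficiency pig 1 or high feed efficiency pig 10). Of 20 fits without 1 pig, the call was kept in 20 for plasma cells, 19 for antigen presentation, 17 for matrix, 15 for complement, 13 each for T and natural killer cells and for macrophages, and 9 for immediate early genes, whose call also ended with quantile normalisation. Without 1 of the 5 litters the immediate early call was kept in 1 fit, those of plasma cells and matrix in 4 and the others in 3. The mean for complement ranged from 0.0367 (without the litter of sow 1410) to 0.165 (without that of sow 1411), and that for immediate early genes from 0.0536 (without high feed efficiency pig 5) to 0.121. For T and natural killer cells it ranged from 0.0419 to 0.119 and for antigen presentation from 0.0806 to 0.212. The ranges were 0.0865 to 0.184 for matrix, 0.0938 to 0.178 for macrophages and 0.0966 to 0.133 for plasma cells. The estimated correlation of these lists was between 0.0712 and 0.286 against 0.01 preset, and the cause of the other changes was not tested.

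For sex the count of 0 became 1 with the filter on mean and SD and 2 with the number of the pig, KDM6A (log2 difference -0.68) and a probeset without a gene name, and ranged from 0 to 1 with pigs left out (1 without high feed efficiency pig 4, low feed efficiency pig 7 or 10). The litter count of 30 became 116 with dim probesets removed, 57 with trended and robust spread, 124 with array weights and 3 with the number of the pig. It ranged from 11 (without high feed efficiency pig 10) to 72 (without low feed efficiency pig 9) with pigs left out, and was 13 without high feed efficiency pig 2, 12 and 14 without pigs 8 and 9 of that group, and 14, 19, 15, 16, 13 and 18 without low feed efficiency pigs 1, 2, 3, 5, 6 and 8. The interaction gave 0 to 1 probesets, 1 (SRRD) without high feed efficiency pig 9. The causes were not tested, except that fewer pigs were fitted.

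Lists with a mean near 0 changed sign. Autophagy (mean -0.011) was at 0.00217 with dim probesets removed and 0.00187 with array weights, and between -0.0476 and 0.0128 with pigs or litters left out. The ranges were -0.0743 to 0.0087 for Th1, -0.0045 to 0.0587 for Fc gamma phagocytosis, -0.0129 to 0.0243 for integrin signalling and -0.12 to 0.0514 for cell cycle. None of these lists passed in the main comparison.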

Other observations

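The tests of component 1 between litters and between efficiency groups were chosen only after the trend was seen, as were the lists compared by sex and the slopes on the number of the pig. The B cell list differed between litters without its genes that passed singly. Its score over 16 genes was -0.46 ± 0.16 (SD, n = 4) in the litter of sow 1406 and 0.49 ± 0.22 (SD, n = 4) in that of sow 1411, 73.9% of its variance lay between litters, and the permutation p was 0.00038 (adjusted p = 0.0144 over 38 lists). Litters with more lymphoid follicle tissue in the sample may be a source, as a hypothesis. The adjusted p of 0.0144 covers the B cell list alone and cannot decide whether such tissue accounts for the 30 probesets. The B cell score was highest in the litter of sow 1411, where MS4A1 was high (8.23) and LOC396781 was lowest (8.07). The Fc gamma phagocytosis list differed as well (adjusted p = 0.0272). The 30 probesets that differed between litters were not matched by chance, since 1 of 100 splits, the real one, gave as many and the highest other gave 2. Parentage and the pen, which the sow also stands for, stay open, and slaughter batch was not in the labels.

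In males 9 of the 38 lists differed from females at the preset correlation, of which 7 were lower and 2 higher in males. This count of lists was not compared with other splits, so chance was not tested for it. With an estimated correlation (smallest adjusted p = 0.357) or with fry 0 lists differed, while 2 had an unadjusted p under 0.05 in each. Cholesterol biosynthesis genes were lower in males by a mean log2 difference of -0.25 ± 0.09 (SE), with 3 of 14 members above 0 (adjusted p = 0.0247, and adjusted p = 0.432 with an estimated correlation). The mast cell and eosinophil list was higher by 0.10 ± 0.05 (SE), with 7 of 8 members above 0 (adjusted p = 0.0247, and adjusted p = 0.357 with an estimated correlation). Of 100 splits, 100 gave at least the 0 probesets found for sex, with 2 in the highest other, and the interaction gave 100 of 100 and 2 as well, so these counts test nothing.

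Component 1 rose with the number of the pig, and the trend was weighed against litter, drift of dim signal and feed efficiency. Litter as the whole cause was argued against by the correlation within litters (permutation p = 3.00e-05). The component differed between efficiency groups by -7.60 ± 24.7 (SD) in the 10 pairs, with 3 of 10 above 0 (exact permutation p = 0.332), so feed efficiency cannot be told apart from no part in it at this spread. For genes of other organs, 113 probesets at a median level of 3.87, the median slope was -0.11 per 10 numbers (permutation p = 0.000800, 10000 resamples), and 90 of the 113 were below 0. All tested probesets were also split by level into 10 groups. The median slope was -0.053 in the dimmest group and -0.076 in the group with a median level of 4.62. In the brightest group it was 0.012. Slopes below 0 were therefore not particular to genes of other organs or to the dimmest probesets. The test cannot decide on a drift of dim signal over arrays. Whether the number follows the order of slaughter or of hybridisation is not in the labels. With limma 27 probesets passed for the number, among them TECPR1 (slope -0.60 per 10 numbers) and RAP1GAP (-1.05), which were lower at higher numbers, and SKP2 (0.66) and CAB39L (0.54), which were higher. With camera at the preset correlation 3 lists rose with the number. These were autophagy and cell cycle (adjusted p = 0.00671 for both) and fibroblast and extracellular matrix (adjusted p = 0.0403). With an estimated correlation 0 lists passed for the number.

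Other splits into groups of the same sizes gave large counts. At the unadjusted threshold for feed efficiency, 51 of 100 splits gave at least 1036 probesets, with 3753 in the highest other, and with swaps within pairs 45 of 100 did, with 2966 in the highest other, so chance was not excluded. The 0 probesets that passed correction are reached by any split, here 100 of 100, with 126 in the highest other, so that count tests nothing. Splits that call many more probesets than the real one may point to a structure of the samples, and what these splits share was not tested.

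The 1036 probesets at the unadjusted threshold named 651 genes, from an annotation that left 8731 of 25092 probesets without a symbol. That is lower than the value quoted from the study above.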
